A study of Mus musculus with 27 samples.

How the data were processed

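Bulk RNA sequencing was done on whole livers of BALB/c mice, an inbred laboratory strain, taken at 7 stages of a reproductive cycle. Per the labels, RNA was extracted with Trizol from frozen, pulverised livers and libraries were made with the NEBNext Ultra RNA kit. Each of the 27 animals gave 1 library; 16 libraries were sequenced in 2 runs and 11 in 1 run, per the authors' readme.

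The deposited table of each library has the column layout of RSEM, a program that divides reads among genes they could come from. The expected count per gene is the authors' estimate of the reads from that gene, per the file headers, and is not normalised between libraries. TPM is the authors' length-scaled value from the same tables, per the file headers, and sums to the same total in every library. The effective gene length in the deposited tables, per the file headers, is RSEM's length allowing for fragment size. The aligner, the RSEM version, the genome build, trimming and the use of strand are stated in neither the labels nor the file headers. Expected counts summed to between 41120600 and 75664500 per library. Between 11.9% and 13.8% of the genes in a library had counts that were not whole, which arises when reads are shared between genes. Counts of such genes depend on how the shared reads were divided. Overlapping and antisense genes are uncertain too, since the use of strand is not stated.

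The tables list 51826 Ensembl gene identifiers. Symbols and positions were taken from the GENCODE mouse annotation, release 21, on GRCm 38, by identifier. In that annotation 51633 identifiers were found, 48722 of them with the same transcripts as in the deposited tables, and 193 were not found. Those 193 held 0.0147% of all counts. Positions therefore belong to that annotation and not to a build that the authors named.

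Groups were taken from the sample titles. They are nulliparous (NUL, 4 animals), lactation day 10 (LAC, 3), days 2, 4, 6 and 8 after weaning, which the labels call involution days (ID2, 3; ID4, 4; ID6, 6; ID8, 3), and 4 weeks after weaning (REG, 4). The number in each title was used as the replicate name. No number occurs in more than 1 group, so animals were not paired. Before averaging, all pairs of libraries within a group were compared by a chi-square statistic over genes, and no pair was close to sampling noise (smallest value per gene 45.6). Intervals and limits from counts cover counting error only, since the libraries carry no molecular identifiers.

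Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the stage as group, which left 16428 genes holding at least 99.978% of the counts of every library, and libraries were scaled by TMM. All 27 libraries entered 1 quasi-likelihood fit with the 7 groups (estimateDisp, glmQLFit with robust estimation, glmQLFTest), so all comparisons share 1 estimate of the spread. The common dispersion was 0.0360, a biological coefficient of variation of 0.190. Each stage was compared with NUL and with the stage before it, 11 comparisons, and any difference among stages was tested jointly. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within each comparison. Tests were two-sided. SE of a log2 fold change was taken from the fitted value and its F statistic. CPM is the count scaled to a common total of the TMM-scaled library and is given as mean ± SD over animals.

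Before the data were examined, the comparisons, the tests, the alternatives, 20 lists of genes of liver and immune processes, 5 check lists and the rule for naming genes were fixed. The rule takes genes without overlap in CPM between the libraries of the compared groups, called, with a mean log2 CPM of at least 1 and with a symbol that is not a placeholder. Among these it takes the largest log2 fold changes, up to 5 rising and 5 falling for LAC against NUL, ID2 against LAC and REG against NUL, and up to 2 of each elsewhere. Genes outside the rule are said to be chosen after their values were seen. Lists were tested with camera in limma 3.58.1, at a preset correlation between genes of 0.01, in 7 comparisons and adjusted over all 140 tests. The same lists were tested with fry and with camera at an estimated correlation. The check lists (clock, pancreas, erythroid, adipose and sex) were not treated as results. A further 5 lists (pancreatic islet, platelet, reticulocyte, and the day and night arms of the clock) were written after the data had been seen and serve only the closing section.

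Correlations of stage effects were computed across genes from log2 fold changes. Because the comparisons share the NUL libraries, the same value was computed in 20 simulations of unchanged groups and with the NUL libraries divided 2 and 2 between the comparisons. Persistence of the lactation change was measured with genes and directions chosen on 2 NUL libraries and changes measured against the other 2, over the 6 divisions. Principal components used log2 CPM (prior count 2) of the 500 most variable genes. Tests on a value per library were exact permutation tests.

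The alternatives were size factors by median of ratios (RLE), DESeq2 1.42.0, no filter and a filter of at least 10 counts in every library, a fit of only the groups compared, an offset for effective length, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1), removal of the 37 mitochondrial and the 20 most abundant genes, covariates for the title number (under 200 against 200 and over) and for the number of runs, a non-robust fit, an adjusted p under 0.01, an absolute log2 fold change over 1, and each library left out in turn. The fits on TPM had no scaling between libraries beyond the common total of TPM, while the other fits were scaled. A covariate for the level of pancreatic transcripts and a covariate for the first component of the clock genes were added after seeing the data. For each comparison other splits of the same animals were fitted, all of them where there were at most 100 and 60 drawn otherwise, with 40 drawn for all stages.

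The code was tested on simulated data with the real means, dispersions and library sizes, in which 200 of the 16428 genes were changed by a log2 fold change of 1. The changed genes were drawn only from those above a minimum mean CPM, so the shares called below do not apply to genes of low expression. For a change in LAC, 187 of the 200 changed genes were called (93.5%) with 10 false calls. For a change in REG, 193 were called (96.5%) with 7 false calls. In each simulation the 9 unchanged comparisons gave 1 false call in all. A simulated shift of the cholesterol synthesis list by a log2 fold change of 0.5 gave an adjusted camera p of 9.96e-44, and 1 other list of the 20 was called. FPKM values were not used. No sequence reads were analysed here. Values of some single genes of the reticulocyte list are not reported here.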

Results

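Livers were profiled by bulk RNA sequencing to follow how the tissue changes over a reproductive cycle. According to the labels, female BALB/c mice were bred at 10 to 12 weeks of age with litters of even size, and pups were weaned after 10 to 14 days of lactation so that involution, the period after weaning, started together. The 27 animals comprised 4 nulliparous mice (NUL), 3 at lactation day 10 (LAC), 3, 4, 6 and 3 at days 2, 4, 6 and 8 after weaning (ID2, ID4, ID6 and ID8), and 4 at 4 weeks after weaning (REG). Estimated counts totalled 41120600 to 75664500 per library. The smallest library belonged to ID8 and the largest to ID6. In NUL the totals ranged from 60498800 to 70815000. Albumin alone took 9.33 ± 0.970% of counts in NUL (SD, n = 4) and 16.2 ± 1.57% in LAC (n = 3). Mitochondrial genes took between 3.70 ± 0.653% (ID6, n = 6) and 4.82 ± 0.554% (NUL, n = 4). All libraries expressed Xist, from 241 to 599 CPM (counts scaled to a common library total), and the highest count of 4 Y-linked genes in any library was 0, which allows up to 3 counts.

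The title numbers of the animals fell into 2 ranges, 7 animals under 200 and 20 at 200 or over, which the labels do not explain. All 3 ID8 animals, 2 of 3 ID2 animals and 2 of 4 ID4 animals had numbers under 200, and no animal of the other groups did. For ID8 the number range and the stage therefore coincided, and a number effect could be estimated only from the ID2 and ID4 animals. The comparisons of LAC, ID6 and REG with NUL were made within animals numbered 200 and over.

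Of 16428 genes tested, 4431 (27%) differed among the stages (edgeR quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05), and 6394 had an unadjusted p under 0.05 against 821 by chance. Leaving out single libraries gave 3717 (without LAC_213) to 4631 genes (without ID8_14). At an adjusted p under 0.01, the alternative that moved the count most, 2534 genes differed. The first 3 principal components of the 500 most variable genes carried 17.8%, 11% and 7.54% of the variance. Component 1 separated single libraries and not stages. All 14 genes of the pancreas check list were among its 50 genes of largest weight, and it carried 13% without ID2_31. The component 2 scores of the LAC libraries lay apart from those of all other libraries. With the 2000 most variable genes the shares were 11.3%, 9.96% and 6.73%.

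**Figure D1:**
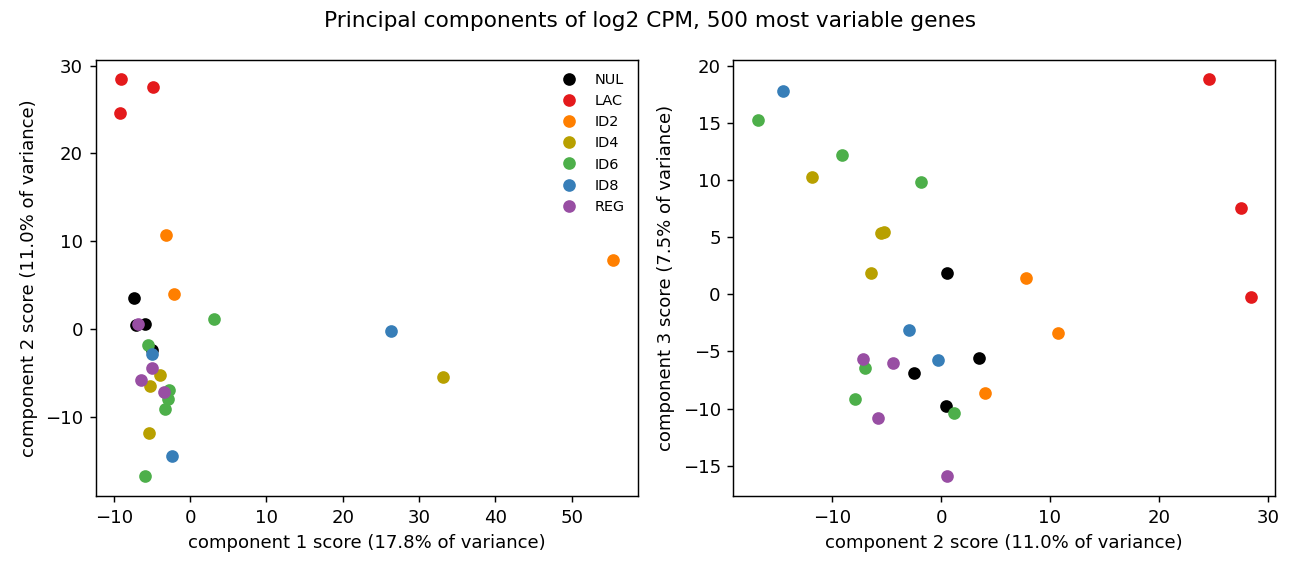
Scores of the 27 libraries, 1 point each and coloured by stage, on components 1 and 2 (left) and 2 and 3 (right) of log2 CPM of the 500 most variable genes; axes are in score units with the share of variance (17.8%, 11% and 7.54%). The 3 LAC libraries stand apart on component 2, and 1 ID2, 1 ID4 and 1 ID8 library stand apart on component 1.

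The comparison of lactation with nulliparous liver asked what lactation changes. It called 1837 genes, 852 higher and 985 lower in LAC, 556 of them with an absolute log2 fold change over 1. The unadjusted p was under 0.05 for 3885 genes. The count fell to 1151 without LAC_213, and an adjusted p under 0.01 left 822 genes. On log2(TPM + 1) in place of counts, 36.3% of the calls were higher against 46.4% here, and on log2(TPM + 0.1) 32.1%. The gene that rose most by the naming rule was Pnpla3 (ENSMUSG00000041653, chromosome 15, 84167837 to 84187236, protein-coding), from 5.67 ± 3.37 to 52.0 ± 2.14 CPM (SD, n = 4 and 3), a log2 fold change of 3.19 (SE 0.86, adjusted p = 0.0191, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its call was lost in 3 of the 7 fits without 1 animal (largest adjusted p by the same edgeR test 0.0570, without NUL_226). Lpl (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448) rose from 15.1 ± 6.52 to 122 ± 34.9 CPM, with a log2 fold change of 3.02 (SE 0.31, edgeR adjusted p = 6.52e-06). The others that rose were Akr1b7 (ENSMUSG00000052131, log2 fold change 2.72), Eci3 (ENSMUSG00000021416, 2.68) and Gpc3 (ENSMUSG00000055653, 2.62). Ntrk2 (ENSMUSG00000055254, chromosome 13, 58806569 to 59133970) fell from 19.3 ± 4.02 to 0.972 ± 0.558 CPM, a log2 fold change of -4.31 (SE 0.86, edgeR adjusted p = 0.00267). Dio1 (ENSMUSG00000034785, chromosome 4, 107291465 to 107307169) fell from 72.4 ± 16.1 to 7.40 ± 3.39 CPM, a log2 fold change of -3.29 (SE 0.42, edgeR adjusted p = 3.70e-05). Bmf (ENSMUSG00000040093, -2.98), Lcn2 (ENSMUSG00000026822, -2.86) and Pcp4l1 (ENSMUSG00000038370, -2.77) fell too. The call of Bmf was lost in 3 of the 7 fits without 1 animal (largest edgeR adjusted p 0.0578, without LAC_213) and that of Lcn2 in 4 (0.203, log2 fold change -1.65, without NUL_221).

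**Figure D2:**
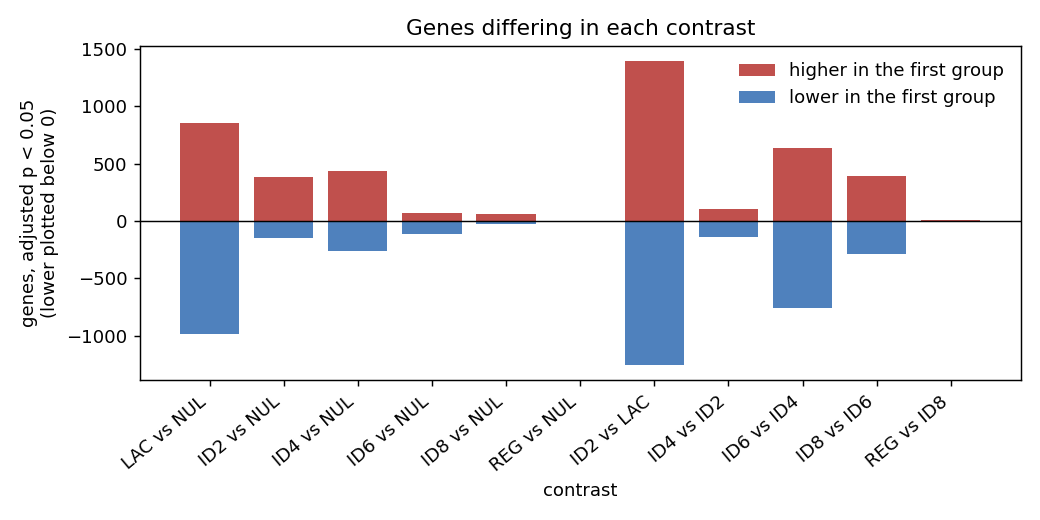
Number of genes called (adjusted p under 0.05) in each of the 11 comparisons, higher in the first group above 0 and lower below 0; the vertical axis is in genes. The bars run from 2648 genes for ID2 against LAC to 8 genes for REG against ID8.

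At 2 days after weaning the transcriptome was compared with NUL and with lactation. Against LAC, 2648 genes were called, 1393 higher and 1255 lower, 618 of them with an absolute log2 fold change over 1. Of the 1837 genes called in LAC against NUL, 1022 (55.6%) were called in the opposite direction between LAC and ID2, while 2 were called in the same direction. Both comparisons use the LAC libraries, so a chance deviation in these would enter them with opposite signs. Without LAC_213 the count was 1399, with the title number as a covariate 1249 and with the clock covariate 1463. Against NUL, ID2 had 532 calls, 381 higher and 151 lower. This count fell to 162 without ID2_39, to 108 with the title number as a covariate and to 24 with the clock covariate. The share of calls that were higher was 71.6% on counts, 56.9% on log2(TPM + 1) and 54.3% on log2(TPM + 0.1). Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203), a gene of the clock check list, had the largest rise against NUL among genes that met the naming rule, from 1.68 ± 1.15 to 23.4 ± 16.9 CPM (SD, n = 4 and 3), a log2 fold change of 3.80 (SE 0.84, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0149). Without ID2_39 its edgeR adjusted p was 0.109. Its call was lost in 4 of the 16 other alternatives, where its smallest log2 fold change was 0.236. Eci3 rose to 8.74 ± 2.52 from 1.14 ± 0.264 CPM, and Slc17a8 (ENSMUSG00000019935, chromosome 10, 89574020 to 89621253) fell from 12.7 ± 2.48 to 1.95 ± 0.882 CPM, a log2 fold change of -2.69 (SE 0.30, edgeR adjusted p = 4.15e-05). Acot1 (ENSMUSG00000072949) fell by 2.65 on the log2 scale against NUL, a call lost without ID2_39 (edgeR adjusted p 0.0532).

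Against LAC, the largest rises at ID2 among genes that met the naming rule were in Lcn2 (log2 fold change 4.20), Bmf (3.62), Saa2 (ENSMUSG00000057465, 3.42), Saa1 (ENSMUSG00000074115, 3.08) and Dbp (2.94). By the same rule the largest falls were in Pnpla3 (-3.87), Hspa1b (ENSMUSG00000090877, -3.72), Acot1 (-3.39), Hspa1a (ENSMUSG00000091971, -3.35) and Tsku (ENSMUSG00000049580, -3.26). Bmf, Acot1, Lcn2, Hspa1b and Tsku stayed called in every fit without 1 animal. The other genes lost their call in at least 1 of the 6 fits. Without ID2_39 the edgeR adjusted p was 0.143 for Saa2, 0.191 for Saa1 and 0.143 for Dbp. It was 0.0520 for Pnpla3 without ID2_224 and 0.158 for Hspa1a without ID2_31. Dbp also lost its call in 4 of the 16 other alternatives, where its smallest log2 fold change was 0.395. Hspa1a and Hspa1b have near-identical transcripts, and their counts were fractional in all 27 libraries. Counts of Dbp and Acot1 were not whole in 26 libraries and those of Eci3 in 21, so the division of shared reads bears on these genes.

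At 4 days after weaning, 698 genes differed from NUL, 434 higher and 264 lower. The count was 416 without NUL_226 and 359 with the title number as a covariate. On log2(TPM + 1), 46.6% of calls were higher against 62.2% here, and on log2(TPM + 0.1) 43.8%. Scd1 (ENSMUSG00000037071, chromosome 19, 44394455 to 44407879), which encodes a desaturase of fatty acid synthesis, fell from 3135 ± 713 to 212 ± 45.1 CPM (SD, n = 4 and 4). Its log2 fold change was -3.89 (SE 0.42, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 1.04e-05), and it stayed called in all 8 fits without 1 animal and in the 15 other alternatives in which it was tested. Counts of Scd1 were not whole in 16 libraries. Chrna4 (ENSMUSG00000027577, chromosome 2, 181018380 to 181043546) had counts of 6, 0, 4 and 6 in the ID4 libraries against 88 to 336 in NUL. The fitted log2 fold change of -5.35 (edgeR adjusted p = 0.0104) rests on these few counts. Its mean CPM was 0.0611 ± 0.0439 at ID4 and 2.59 ± 1.37 in NUL. Rdh16f2 (ENSMUSG00000074639, chromosome 10, 127866474 to 127877317) rose from 27.1 ± 8.71 to 128 ± 18.5 CPM, a log2 fold change of 2.24 (SE 0.22, edgeR adjusted p = 1.82e-06). Orm3 (ENSMUSG00000028359) rose by a log2 fold change of 2.38.

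From ID2 to ID4, 244 genes changed, 106 higher and 138 lower, and 98 without ID2_39. The count was 55 with the clock covariate and 420 with only these groups in the fit. Sqle (ENSMUSG00000022351, chromosome 15, 59315077 to 59331192), which encodes an enzyme of cholesterol synthesis, fell from 57.8 ± 16 (n = 3) to 4.14 ± 1.21 CPM (n = 4). The log2 fold change was -3.80 (SE 0.39, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 6.82e-06). Saa3 (ENSMUSG00000040026) and Adgrv1 (ENSMUSG00000069170) rose by log2 fold changes of 2.53 and 1.39. Chrna4 fell by 5.64 on the log2 scale, a call lost in 4 of the 7 fits without 1 animal (largest edgeR adjusted p 0.149, without ID2_31). From ID4 to ID6, 1401 genes changed, 639 higher and 762 lower. Without ID4_13 the count was 735 and with the title number as a covariate 669. The share higher, 45.6%, became 82.3% on log2(TPM + 1) and 82.5% on log2(TPM + 0.1). On log2(TPM + 1), which has no scaling between libraries beyond a common total, the median over all genes shifted by 0.11 on the log2 scale for ID6 against ID4. In the settings with such scaling the share higher stayed near that on counts. It was 43.2% with RLE size factors, 45.5% with DESeq2, 42.9% with the effective length offset and 48.2% without the mitochondrial and most abundant genes. The direction of small changes in this comparison thus depends on whether libraries are scaled to each other. Scd1 rose again to 5914 ± 2750 CPM (n = 6), a log2 fold change of 4.80 (SE 0.43, edgeR adjusted p = 4.44e-06). Chrna4 rose by a log2 fold change of 5.55, and Lcn2 and Hbb-bt (ENSMUSG00000073940) fell by 3.02 and 2.94 on the log2 scale. All 4 stayed called in every fit without 1 animal.

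**Figure D3:**
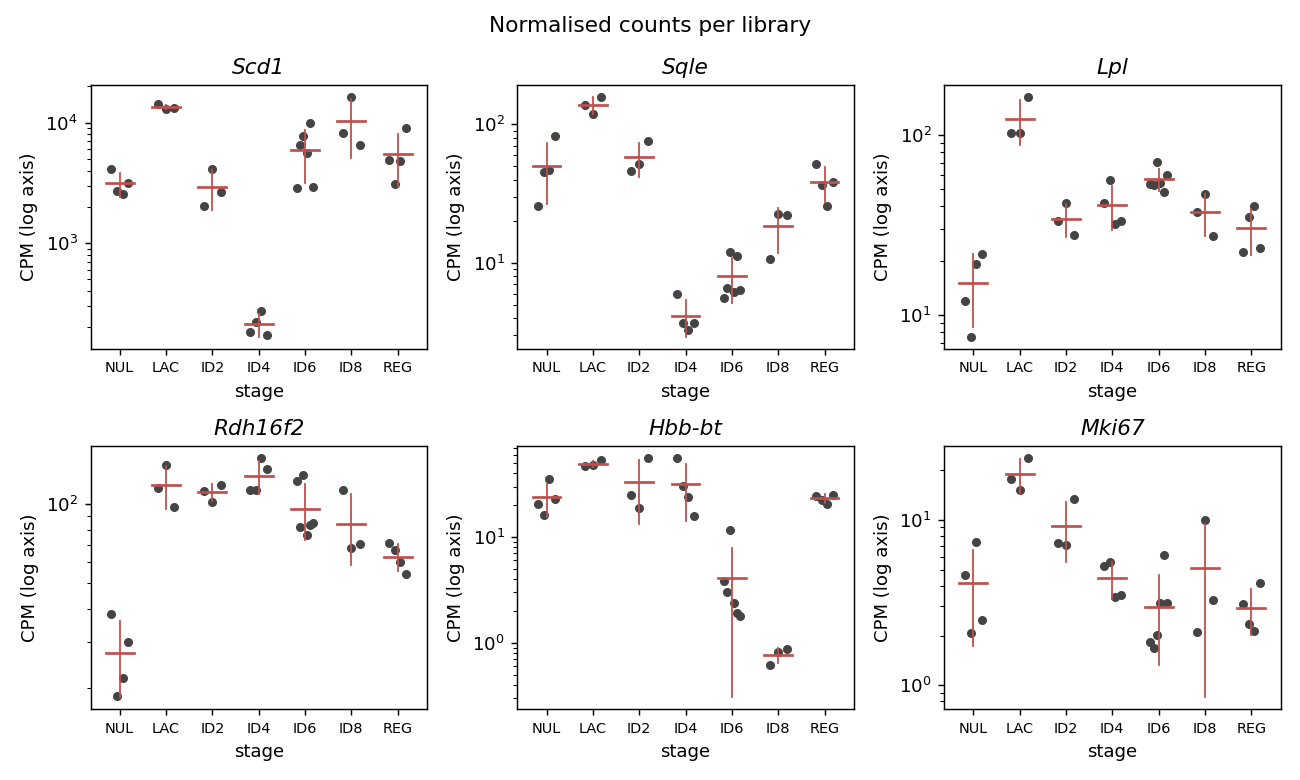
CPM per library (points, log axis) with the mean and SD of each stage, for Scd1, Sqle, Lpl, Rdh16f2, Hbb-bt and Mki67; stages are on the horizontal axis. The means of Scd1 are 3135 CPM in NUL and 212 CPM at ID4, and those of Hbb-bt are 23.8 CPM in NUL and 0.770 CPM at ID8.

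At 6 days after weaning, 178 genes differed from NUL, 66 higher and 112 lower, with 1962 at an unadjusted p under 0.05. The count was 95 without NUL_221 and 228 without ID6_230. The share higher was 37.1% on counts, 65.3% on log2(TPM + 1) and 65.8% on log2(TPM + 0.1). Sqle was still lower than in NUL, at 8.01 ± 2.86 CPM (n = 6) against 50.2 ± 23.6 (n = 4), a log2 fold change of -2.64 (SE 0.31, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 4.66e-05). Cyp4a14 (ENSMUSG00000028715) fell by 3.15 on the log2 scale. Lpl and Rdh16f2 were higher by log2 fold changes of 1.91 and 1.83. All 4 were called in every fit without 1 animal.

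At 8 days after weaning, 82 genes differed from NUL, 59 higher and 23 lower, with 2105 at an unadjusted p under 0.05. The count fell to 27 without NUL_226 and to 7 with the title number as a covariate, of which 6 were among the 82. The share higher was 72.0% on counts, 46.9% on log2(TPM + 1) and 50% on log2(TPM + 0.1). Hbb-bt (chromosome 7, 103812524 to 103813996) fell from 23.8 ± 8.28 (n = 4) to 0.770 ± 0.131 CPM (n = 3), a log2 fold change of -4.92 (SE 0.70, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00256). Hba-a2 (ENSMUSG00000069917, chromosome 11, 32296489 to 32297298) fell by 4.57 on the log2 scale. Hemoglobin genes share reads with near-identical copies, and their counts were fractional in all 27 libraries. The summed CPM of the 4 adult hemoglobin genes was 476 ± 163.2 in NUL, 883 ± 122 in LAC (n = 3), 719 ± 400 at ID2 (n = 3), 644 ± 270 at ID4 (n = 4), 104 ± 79.1 at ID6 (n = 6), 23 ± 7.32 at ID8 (n = 3) and 525 ± 79 at REG (n = 4). S100g (ENSMUSG00000040808) rose by a log2 fold change of 1.85. Fabp5 (ENSMUSG00000027533) rose by 1.80, a call lost in 6 of the 7 fits without 1 animal (largest edgeR adjusted p 0.158, without ID8_101b). Counts of Fabp5 were fractional in all 27 libraries.

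From ID6 to ID8, 677 genes changed, 390 higher and 287 lower. The count was 122 without ID8_101b and 6 with the title number as a covariate, and this comparison set animals with numbers under 200 entirely against animals with numbers of 200 and over. The share higher fell from 57.6% to 16.1% on log2(TPM + 1) and to 15.3% on log2(TPM + 0.1), with a shift of the median over all genes of -0.11 on log2(TPM + 1). It was 57.3% with RLE size factors, 54.1% with DESeq2, 56.8% with the effective length offset and 54.0% without the mitochondrial and most abundant genes. Bhmt (ENSMUSG00000074768, counts fractional in all 27 libraries) rose by a log2 fold change of 1.72. It stayed called without each animal in turn and lost its call in 1 of the 16 other alternatives. Dbp (log2 fold change 2.58), Derl3 (ENSMUSG00000009092, -2.83) and Hbb-bt (-2.38) lost their call in 8, 5 and 5 of the 9 fits without 1 animal. Their largest edgeR adjusted p values by the quasi-likelihood test with Benjamini-Hochberg adjustment were 0.213 (without ID8_14), 0.133 (without ID8_98b) and 0.156 (without ID8_101b). They lost their call in 8, 4 and 7 of the 16 other alternatives, where the smallest log2 fold change of Dbp was 0.126.

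The comparison of REG with NUL asked whether the liver of a mouse that has lactated returns to the nulliparous state. Age at sampling entered no fit, so stage and age may be mixed in this comparison. It called 14 genes, 4 higher and 10 lower, with 1178 at an unadjusted p under 0.05 against 821 by chance. The count ranged from 4 (without REG_203) to 32 (without NUL_220), was 38 with the clock covariate, 1 with only these groups in the fit, and 74 with DESeq2. The share higher was 28.6% on counts, 75.0% on log2(TPM + 1), 66.7% on log2(TPM + 0.1) and 44.4% with the effective length offset. Slc39a5 (ENSMUSG00000039878, chromosome 10, 128395931 to 128401229) fell from 8.93 ± 0.607 to 2.77 ± 1.16 CPM (SD, n = 4 and 4). Its log2 fold change was -1.68 (SE 0.23, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 4.03e-04). Its call held without each animal in turn and was lost only with these 2 groups alone in the fit (edgeR adjusted p 0.197). Rdh16f2 was higher by 1.22 and Cyp2a4 (ENSMUSG00000074254, counts fractional in all 27 libraries) by 0.96 on the log2 scale. The call of Rdh16f2 was lost in 3 of 8 fits without 1 animal (largest edgeR adjusted p 0.0941, without NUL_226) and that of Cyp2a4 in 1 (0.0769, without REG_203). H2-Q7 (ENSMUSG00000060550, 0.68; counts fractional in all 27 libraries), Nek2 (ENSMUSG00000026622, -1.45), Lrp11 (ENSMUSG00000019796, -0.87) and Ddx11 (ENSMUSG00000035842, -0.56) lost their call in 4, 5, 6 and 6 of these fits. Their largest edgeR adjusted p values were 0.122, 0.229, 0.111 and 0.168, without NUL_226 for Nek2 and without REG_203 for the others. The other lower calls, outside the naming rule and chosen after their values were seen, included Cdc20 (-3.99), Cdk1 (-1.86) and Kif20a (-1.71) of the cell cycle list. The rest were Hmmr (-3.12), Ckap2 (-2.55) and Arhgef39 (-2.41). All of these were called higher in LAC against NUL, and their calls without 1 animal are not given here. Against ID8, REG had 8 calls, 5 higher and 3 lower, with 1481 at an unadjusted p under 0.05. That count ranged from 2 (without ID8_101b) to 17 (without ID8_14). The share higher was 62.5% on counts, 75.0% on log2(TPM + 1), 100% on log2(TPM + 0.1), 100% with the effective length offset and 80.0% without the mitochondrial and most abundant genes. Hba-a2 and Hbb-bt rose by log2 fold changes of 4.72 and 4.88. The call of Hbb-bt was lost in 2 of the 7 fits without 1 animal (largest edgeR adjusted p 0.0692, without ID8_101b). Spata2l (ENSMUSG00000033594, -0.80) and Phldb1 (ENSMUSG00000048537, -0.68) lost their call in 3 and 6 of these fits (largest edgeR adjusted p 0.359 for each, without ID8_101b). Of the 16 other alternatives, 7 lost the call of Spata2l and 13 that of Phldb1.

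The 20 process lists were tested with camera in the 6 comparisons with NUL and in ID2 against LAC. Camera called 71 of 140 tests after Benjamini-Hochberg adjustment. Fry called 38 of the 71, and 1 test more (apoptosis in ID2 against LAC, median 0.19). Camera with an estimated correlation called 4 of the 71, which were cholesterol synthesis at ID4 and at ID6, amino acid catabolism and urea cycle at ID2, and cell cycle at REG, each against NUL. In LAC against NUL camera called 12 of the 20 lists, and in the other splits of the same animals it called a median of 8. Leaving out single libraries gave 68 to 77 calls, and 23 of the 71 lists were lost or reversed in at least 1 such fit. Lists of bile acid synthesis and transport and of B and plasma cells were called by camera in no comparison. No called list changed the sign of its median under another scaling, but the size of some depended on the scale. In LAC the median was 1.67 for cell cycle and -1.08 for T and NK cell genes, and at REG -0.94 for cell cycle. On log2(TPM + 1) these were 0.714, -0.150 and -0.300, and on log2(TPM + 0.1) 1.379, -0.855 and -0.677.

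Cholesterol synthesis genes (24 tested) had a median log2 fold change of 0.83 in LAC against NUL, -1.46 at ID4, -0.95 at ID6 and -0.26 at ID8. At ID4 all 24 genes were called lower over all genes tested, and 24 adjusted over the list alone. The adjusted p was 6.00e-105 by camera and 3.51e-07 by fry, and all 4 ID4 libraries were below the NUL range. At ID6 17 genes were called over all genes and 21 adjusted over the list alone, with 6 of 6 libraries below the NUL range. In LAC 16 genes were called higher over all genes and 20 adjusted over the list alone. At ID8 camera but not fry called the list (3 genes over all genes, 7 adjusted over the list alone). At REG the median was 0.01, with 0 genes called. Fatty acid synthesis genes (18) rose in LAC by a median of 1.31 (10 called over all genes, 12 adjusted over the list alone) and fell at ID4 by a median of -0.74 (6 over all genes; 14 adjusted over the list alone, of which 13 lower). Camera alone called the list at ID8 (0.75) and REG (0.43), and the ID8 value was 0.005 and not called without ID8_14. Fatty acid oxidation genes (23) fell at ID6 (median -0.39; 7 over all genes, 16 adjusted over the list alone). At ID2 the list was called by camera only (-0.18), as at ID4 (-0.11), at REG (-0.07) and at ID2 against LAC (-0.11). The REG value was 0.013 without REG_214 and 0.005 with the clock covariate. The ID2 against LAC value was 0.082 with the clock covariate, and the list was not called without ID2_31 (-0.072).

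Cell cycle genes (30) were higher in LAC than in NUL by a median log2 fold change of 1.67, with 24 called over all genes and 26 adjusted over the list alone. They were lower than in NUL at ID6 (-0.57; 5 and, adjusted over the list alone, 11), ID8 (-0.93; 5 and 18) and REG (-0.94; 3 and 21). At REG all 30 genes had a negative log2 fold change, and 4 of 4 libraries lay below the NUL range (camera adjusted p 4.16e-41; fry adjusted p 0.00166). The mean log2 CPM of the list was 0.49 ± 0.45 in NUL (n = 4) and -0.62 ± 0.20 in REG (n = 4). Age at sampling was not adjusted for in these comparisons. Amino acid catabolism and urea cycle genes (18) were higher at ID2 than in NUL by a median of 0.57, with 11 called over all genes and 15 adjusted over the list alone, 14 of them higher. Gluconeogenesis genes (8) were higher at ID2 by 0.34 (1 and, adjusted over the list alone, 4). Camera but not fry called gluconeogenesis at ID4 (0.29), amino acid catabolism at ID4 (0.13), ID6 (-0.12) and ID8 (0.22), ribosome biogenesis (21 genes) in LAC (0.23), at ID2 (-0.19), ID4 (-0.23) and ID8 (-0.23), and the unfolded protein response (21) at ID2 (-0.41) and ID8 (-0.41). Several of these calls were lost in a fit without 1 animal. They were ribosome biogenesis in LAC (0.042 without LAC_213) and at ID4 (-0.165 without NUL_227), amino acid catabolism at ID4 (0.082 without NUL_226) and gluconeogenesis at ID4 (0.120 without ID4_215).

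Among immune and matrix lists, LAC was lower than NUL in collagen and extracellular matrix (29 genes, median -0.60; 12 called over all genes, 22 adjusted over the list alone), macrophage (20 genes, -0.61; 12 and 15), T and NK cell (21 genes, -1.08; 5 and 8) and MHC class II genes (7 genes, -1.24; 7 and 7). MHC class II was lower at ID2 as well (-0.94; 2 and 4). Macrophage genes were higher than in NUL at ID4 (0.40; 8 and 15) and ID6 (0.35; 6 and 13). Acute phase genes (21) were higher at ID4 by a median of 0.68 (11 over all genes, 14 adjusted over the list alone). Camera but not fry called acute phase in LAC (-0.30), at ID2 (0.33) and at REG (-0.24). The ID2 value was -0.005 without ID2_39, and the REG value -0.097 and not called without NUL_221. Camera alone called interferon response (23 genes) in LAC (-0.29), at ID2 (0.49) and ID4 (0.48), neutrophil genes (12) at ID4 (0.71) and ID6 (0.41), T and NK cell genes at ID6 (0.37) and REG (0.27), MHC class II at ID6 (0.42) and REG (0.48), and collagen at ID6 (-0.13) and REG (-0.28). The ID6 value of collagen was 0.031 without NUL_226. Also lost in at least 1 fit without 1 animal, here with the animal whose absence gave the largest adjusted p, were interferon response in LAC (-0.170, NUL_220), acute phase in LAC (-0.194, NUL_221), neutrophil at ID4 (0.505) and ID6 (0.165, both NUL_220), T and NK cell at ID6 (0.264) and REG (0.188, both NUL_227), and MHC class II at ID6 (0.310, NUL_221). Both tests called apoptosis genes (18) at ID4 (0.21), autophagy and lysosome genes (17) in LAC (0.09), at ID4 (0.16) and ID8 (0.13), and growth hormone, prolactin and STAT5 genes (10) in LAC (-0.18) and at ID4 (0.20). Camera alone called the last list at REG (0.15). Of these, lost without 1 animal were apoptosis at ID4 (0.143, ID4_15), autophagy in LAC (0.094, LAC_213) and at ID8 (0.110, ID8_101b), and the last list in LAC (-0.117, NUL_226) and at REG (0.156, NUL_220).

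Between LAC and ID2, both tests called 12 lists. Lower at ID2 were cell cycle (-1.43), fatty acid synthesis (-1.24), cholesterol synthesis (-0.85), the unfolded protein response (-0.54) and ribosome biogenesis (-0.42). Higher were T and NK cell (0.98), interferon response (0.84), amino acid catabolism (0.64), macrophage (0.56), gluconeogenesis (0.51), growth hormone, prolactin and STAT5 (0.44), and collagen (0.40). The T and NK cell list was not called without LAC_240 (0.80). Camera alone called acute phase (0.50) and fatty acid oxidation (-0.11).

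**Figure D4:**
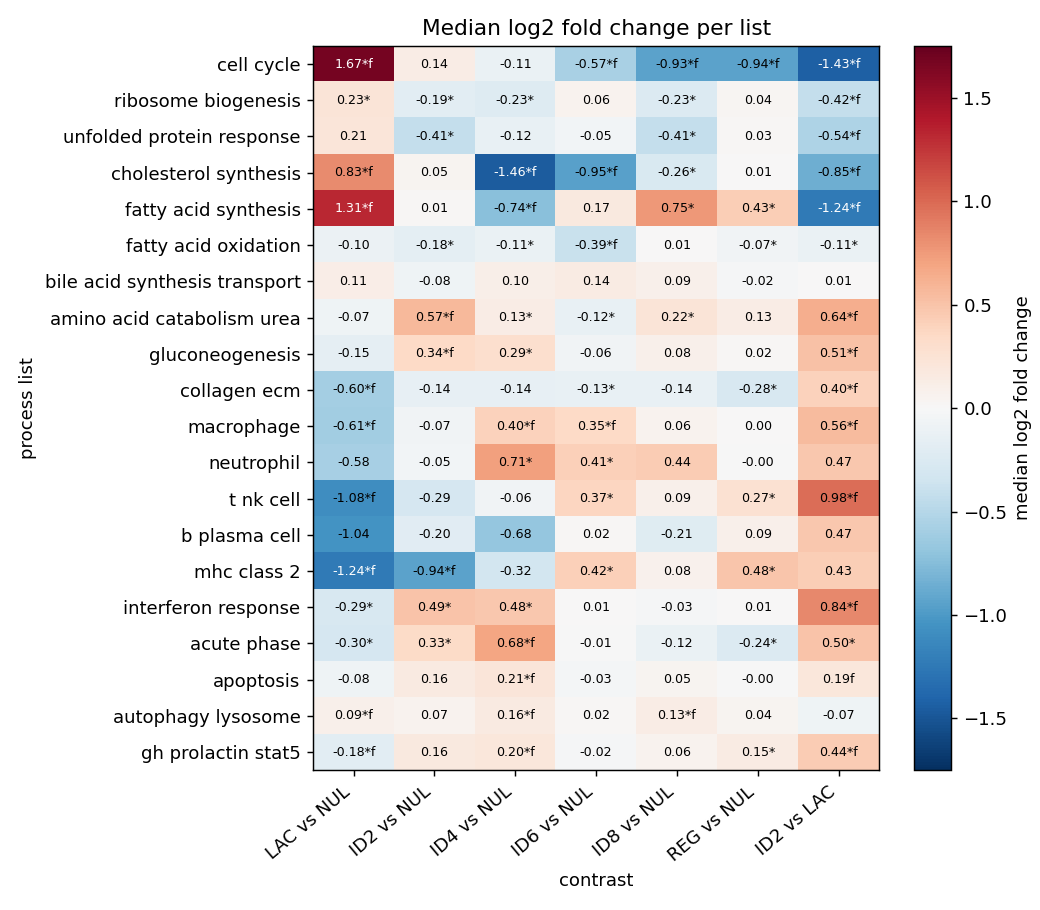
Median log2 fold change of each of the 20 process lists (vertical axis) in 7 comparisons (horizontal axis), with colour and number giving the median; * marks a camera call and f a fry call after Benjamini-Hochberg adjustment. Cholesterol synthesis runs from 0.83 in LAC to -1.46 at ID4 against NUL.

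Stage effects were compared across genes, which are not independent replicates. The correlation of log2 fold changes against NUL was 0.301 for LAC with ID2, where unchanged groups sharing the NUL libraries gave 0.423 (0.384 to 0.457 in 20 simulations). It was 0.499 for ID2 with ID4 (unchanged 0.465), 0.480 for ID4 with ID6 (0.554), 0.443 for ID6 with ID8 (0.506), 0.466 for ID8 with REG (0.460) and 0.235 for LAC with REG (0.457). With the NUL libraries divided, where unchanged groups gave values near 0, the correlations were 0.0894, 0.198, 0.109, 0.0794, 0.0944 and -0.0184. Among genes called against NUL, 164 were shared by ID2 and ID4, all but 1 in the same direction, and 78 by ID4 and ID6, all 78 in the same direction, with shared NUL libraries in both comparisons. LAC and ID4 shared 192 genes, 75 in the same and 117 in the opposite direction. ID6 against ID4 and ID8 against ID6 shared 332 calls, 320 of them opposite, again with a shared group. Over the 6 divisions of the NUL libraries, 761 to 1223 genes were chosen by their change in LAC. Their median log2 change in the lactation direction was 0.71 in LAC (SD over libraries 0.04, n = 3), 0.09 at ID2 (SD 0.05, n = 3), -0.08 at ID4 (SD 0.03, n = 4), -0.02 at ID6 (SD 0.05, n = 6), 0.04 at ID8 (SD 0.04, n = 3) and 0.001 at REG (SD 0.06, n = 4). From ID6 onward the medians were within about 1 SD of 0.

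The check lists gave the following. Of 17 clock genes tested, 5 were called higher and 2 lower at ID2 against NUL, and 1 higher at ID4. For ID2 against LAC and for ID8 against ID6, 3 were called higher and 2 lower. For ID4 against ID2, 1 was called lower, and for ID6 against ID4, 1 higher and 1 lower. Of 14 pancreas genes, 2 were called higher at ID2 against NUL and 5 at ID2 against LAC. Of 7 erythroid genes, 5 were called lower at ID6 and 4 at ID8 against NUL, and 4 higher at REG against ID8. Between stages, 5 were called lower for ID6 against ID4 and 4 for ID8 against ID6. No adipose gene of the 4 tested was called in any comparison. Only 1 gene of the sex list, Xist, had enough counts to be tested.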

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

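All tests of explanations in this part were chosen after the patterns had been seen, and the deciding value of the test of carried-over pancreas was changed after its result was known, as described with it.

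Values per library were searched in NUL, ID4, ID6 and REG for animals that lay far from the others of their group. The groups of 3 animals (LAC, ID2 and ID8) were not searched, so the absence of their libraries here carries no information. Of 160 groups of values examined, 10 had such a library, where chance gives 8, so the number itself carries no information. NUL_227 had the lowest T and NK cell score (mean log2 CPM -2.064, the others -1.47 to -1.35), the lowest share of mitochondrial counts (3.997%, the others 5.02% to 5.17%) and the lowest log2 CPM of Slc39a5 (3.174, the others 3.35 to 3.37). NUL_221 had the highest acute phase score (8.873, the others 7.88 to 7.98). Leaving out NUL_227 lost the camera calls of T and NK cell genes at ID6 (median log2 fold change 0.264) and REG (0.188), and leaving out NUL_221 lost that of acute phase genes at REG (-0.097). ID4_15 had the lowest bile acid score (7.285, the others 7.36 to 7.38) and the highest apoptosis score (3.656, the others 3.36 to 3.38). The apoptosis call at ID4 was lost without it (0.143). The log2 CPM of Hbb-bt in ID6_216 was 3.669 against 1.49 to 2.27 in the other ID6 libraries, and that of Phldb1 in REG_239 was 2.463 against 2.28 in each other REG library. No explanation was tested for these single libraries.

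Scores on principal component 1 set ID4_15 (33.066, the others -5.41 to -4.00) and ID6_230 (3.175, the others -5.92 to -2.75) apart from their groups. The genes of the pancreas list carry this component, and both animals are among the 4 described next.

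Pancreatic acinar transcripts, which were followed as a check list, were at 10 times the highest NUL library or more in 4 libraries. The summed CPM of the 14 genes was 1624.75 in ID2_31, 112.559 in ID4_15, 33.707 in ID8_98b and 2.089 in ID6_230, against at most 0.136 in the NUL libraries. The tables argue against a programme of the liver at these stages. Only 3 of the 10 libraries of ID2, ID4 and ID8 exceeded 10 times the highest NUL library. Pancreatic tissue or RNA carried into the liver sample may be the source. Across the 14 genes the smallest correlation of log2 CPM between 2 of the 3 libraries above 10 CPM was 0.959 and the largest 0.981. This test was changed after its result was known, and its first, stricter form went against carry-over. That form included ID6_230, which lowered the smallest correlation to 0.782, and required islet transcripts in ID2_31 to exceed those of every NUL library. Limiting it to the 3 libraries above 10 CPM left the islet requirement unmet, and that requirement was then reduced to the presence of islet counts. Islet transcripts, summed over all 7 genes of the list, 4 of which were tested, were 0.814 CPM in ID2_31 but 2.52 CPM in NUL_227. They had more than 3 counts in 8 libraries with an acinar sum under 1 CPM, up to 3.25 CPM, so they carry no information on this question. Only the correlation bears on carry-over, which remains a hypothesis. Animals with title numbers under 200 held 3 of the 4 libraries (3 of 7, against 1 of 20; two-sided Fisher exact p = 0.0419, not adjusted), so separate handling of these animals stays open too. With the pancreas level as a covariate, chosen after seeing the data, 322 in place of 532 genes differed between ID2 and NUL.

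Some lists changed in opposite directions against NUL at consecutive stages, and their direct contrast was past the camera threshold, adjusted over the 100 pairs of lists and consecutive stages examined. Ribosome biogenesis genes were higher than in NUL in LAC (median log2 fold change 0.23) and lower at ID2 (-0.19), and differed by -0.415 between the stages (adjusted p 6.45e-07). Interferon response genes moved from -0.29 to 0.49, a difference of 0.837 (adjusted p 6.64e-09), and acute phase genes from -0.30 to 0.33, a difference of 0.497 (adjusted p 3.10e-05). Fry called the first and the second of these between LAC and ID2 (adjusted p 0.0135 and 0.0123) and did not call acute phase (0.0521). Amino acid catabolism and urea cycle genes were higher than in NUL at ID4 (0.13), lower at ID6 (-0.12) and higher at ID8 (0.22), with differences of -0.272 for ID6 against ID4 (adjusted p 3.15e-09) and 0.357 for ID8 against ID6 (2.17e-11). For ID8 against ID6 the stage and the range of title numbers coincide. Over 6 other scalings the median for ID2 against LAC ran from -0.471 to -0.388 for ribosome biogenesis, from 0.696 to 0.862 for interferon response and from 0.468 to 0.744 for acute phase. With the title number as a covariate these medians were -0.415, 0.704 and 0.433, and with the clock covariate, chosen after seeing the data, -0.567, 0.396 and 0.593, with the camera call kept each time. Without 1 animal they ran from -0.472 to -0.296, from 0.581 to 0.966 and from 0.289 (without ID2_39) to 0.753 (without LAC_213), again called each time. The calls against NUL were less stable. With the clock covariate the interferon median at ID2 was 0.056, and that of acute phase at ID2 was 0.050 with the title number as a covariate and -0.005 without ID2_39, none of them called. The camera call in LAC was lost for ribosome biogenesis without LAC_213 (0.042), for interferon response without NUL_220 (-0.170) or LAC_213 (-0.199) and for acute phase without NUL_221 (-0.194) or LAC_240 (-0.243), and that of amino acid catabolism at ID4 without NUL_226 (0.082). The acute phase call at ID2 was also lost without NUL_220 (0.229) or NUL_226 (0.183). The ribosome biogenesis call at ID2 was kept without each animal in turn. Its median there ran from -0.231 (without ID2_39) to -0.079 (without NUL_227). Camera with an estimated correlation called none of the 3, nor the amino acid list at ID4, ID6 or ID8 against NUL. For amino acid catabolism the same scalings gave 0.068 to 0.139 at ID4, -0.135 to -0.068 at ID6 and 0.143 to 0.219 at ID8 against NUL, and the title number covariate 0.129, -0.124 and 0.272. With the clock covariate the values were 0.067, -0.114 and 0.239. Without 1 animal the value at ID6 ran from -0.171 (without NUL_226) to -0.038 (without NUL_220), called by camera each time. The direct contrasts between ID4, ID6 and ID8 were not recomputed under those settings. The biological difference between the stages stays open, as do technical explanations that these settings do not cover.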

How the results depend on the processing

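No paired analysis was possible because no replicate number occurs in more than 1 group. The alternatives were planned before the data were examined, except the pancreas and clock covariates, which were chosen after seeing the data. For every change below the cause was not tested, unless it is given. Of the counts of genes, 131 values under alternatives other than leaving out an animal stayed within 1.5 times the reported count, 48 were lower and 11 higher.

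Leaving out each replicate in turn gave 1151 to 1678 genes for LAC against NUL, 162 to 454 for ID2, 416 to 608 for ID4, 95 to 228 for ID6, 27 to 67 for ID8 and 4 to 32 for REG, each against NUL. It gave 1399 to 2189 for ID2 against LAC, 98 to 197 for ID4 against ID2, 735 to 1468 for ID6 against ID4, 122 to 828 for ID8 against ID6 and 2 to 17 for REG against ID8. Among any stages 3717 to 4631 genes differed, and 68 to 77 list tests were called.

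A threshold on the adjusted p of 0.01 lowers counts by construction, to 822 for LAC, 179 for ID2, 261 for ID4, 67 for ID6, 15 for ID8 and 6 for REG against NUL, to 1127, 81, 459, 146 and 4 for ID2 against LAC and the later consecutive stages in order, and to 2534 among any stages. An absolute log2 fold change over 1 leaves 556, 118, 124, 55 and 45 genes for LAC to ID8 against NUL and 618, 70, 142, 79 and 5 for the consecutive stages, also by construction.

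DESeq2 called 863 genes for ID2, 1127 for ID4, 450 for ID6, 2.3e+02 for ID8 and 74 for REG against NUL, 518 for ID4 against ID2, 1210 for ID8 against ID6 and 78 for REG against ID8. The effective length offset gave 51 for ID8 and 9 for REG against NUL and 431 for ID8 against ID6. On log2(TPM + 1) the counts were 343 for ID2, 32 for ID8 and 8 for REG against NUL and 16 for REG against ID8, and on log2(TPM + 0.1) 335, 34 and 9 for the first 3 of these. With only the groups compared in the fit 36 genes were called for ID8 and 1 for REG against NUL, 420 for ID4 against ID2 and 303 for ID8 against ID6. Without the mitochondrial and 20 most abundant genes 5 were called for REG against ID8.

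With the title number as a covariate 108 genes were called for ID2, 359 for ID4 and 7 for ID8 against NUL, 1249 for ID2 against LAC, 669 for ID6 against ID4 and 6 for ID8 against ID6. All ID8 animals have numbers under 200, and the effect of the number in this fit comes from the ID2 and ID4 animals. REG against ID8 had 7 calls in this fit, where the reported count is 8. The number of runs as a covariate gave 49 for ID8 against NUL and 154 for ID4 against ID2. The pancreas covariate gave 322 for ID2 and 50 for ID8 against NUL, and the clock covariate 24 for ID2 and 38 for REG against NUL, 1463 for ID2 against LAC and 55 for ID4 against ID2.

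Fry called 39 list tests in place of 71 and camera with an estimated correlation 4. Single lists reversed in 5 cases. These were acute phase at ID2 without ID2_39 (-0.005, up to 0.485 without ID2_31), collagen at ID6 without NUL_226 (0.031, down to -0.216 without NUL_221), fatty acid oxidation at REG with the clock covariate (0.005) and without REG_214 (0.013, down to -0.155 without REG_234), and fatty acid oxidation in ID2 against LAC with the clock covariate (0.082). Of the other list values, 106 lost their call under alternatives other than leaving out an animal and 247 kept it. No named gene reversed, and 132 of their values lost their call while 807 kept it. Of the 59 named results 24 lost their call in some fit without 1 animal.

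Correlations of stage effects fell with the NUL libraries divided, since the shared libraries that raise them are removed, to 0.089 for LAC with ID2, 0.198 for ID2 with ID4, 0.109 for ID4 with ID6, 0.079 for ID6 with ID8, 0.094 for ID8 with REG and -0.018 for LAC with REG. Among the 4431 genes that differed between any stages they were 0.262, 0.593, 0.453, 0.575 and 0.022 for the same pairs without ID6 and ID8, with shared NUL libraries, and 0.191, 0.471, 0.299, 0.372 and -0.065 with the NUL libraries divided. These genes were selected for differing, and no value for unchanged groups was computed for them. The persistence median was 0.200 at ID2 for genes over a log2 fold change of 1, and with all 4 NUL libraries -0.016 at ID4, 0.041 at ID6, 0.081 at ID8 and 0.060 at REG. The shares of the first 3 principal components were 11.3%, 9.96% and 6.73% with 2000 genes.

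Depth limits genes with few counts. Chrna4 had at most 6 counts in an ID4 library, so its fold change rests on counting error as well as on the animals.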

Other observations

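All tests of explanations in this part were chosen after the patterns had been seen, while the counts of other splits of the animals were planned beforehand. For the test of fasting the deciding value was changed after both candidates for it were visible.

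Other splits of the same animals into groups of the same sizes were fitted for each comparison. Only 1 of 35 splits, the real one, gave as many genes for LAC, ID2, ID4 and ID8 against NUL and for ID4 against ID2, only 1 of 60 for ID6 against NUL and for ID6 against ID4, 1 of 84 for ID8 against ID6, and 1 of 40 for all stages together. The largest counts among the other splits were 410 for LAC against NUL, 1.0e+02 for ID2, 9 for ID4, 46 for ID6 and 22 for ID8. They reached 555 for ID6 against ID4 and 495 for ID8 against ID6. Several of these came from splits that nearly mirror the real one. The 410 set NUL_220, NUL_226 and NUL_227 against the other NUL animal and all LAC animals. The 555 set all ID4 animals with ID6_201 and ID6_218 against the other ID6 animals. The largest counts for ID2 and ID6 against NUL arose likewise. Such splits carry the stage effect with its sign reversed, so these maxima are not a level of chance. For ID2 against LAC the real split was 1 of 10, and with 3 against 3 animals the share cannot go below 0.1, with 0 genes as the largest count of the other 9. For REG against NUL 2 of 35 splits gave as many genes as the real one, itself included. The other one gave 229 genes, and the remaining splits gave at most 5. For REG against ID8 3 of 35 did, with 179 and 12 genes in the other 2 and at most 3 in the rest. The median over the other splits was 0 in both comparisons, so the counts at REG exceed most other groupings of these animals but not all. The number of process lists that camera called is mostly no larger than in other splits. Near mirrors of the real split are among these as well, which may raise the list counts of other splits. As many lists were called in 9 of 35 splits for LAC against NUL, 20 of 35 for ID2, 3 of 35 for ID4, 29 of 60 for ID6, 27 of 35 for ID8, 20 of 35 for REG, and 1 of 10 for ID2 against LAC. For the later consecutive stages it was 3 of 35 for ID4 against ID2 and 1 of 60 for ID6 against ID4. It was 44 of 84 for ID8 against ID6 and 11 of 35 for REG against ID8. The real split called more lists than every other split only for ID2 against LAC and ID6 against ID4.

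Hemoglobin transcripts were low at ID6 and ID8. The log2 difference from NUL of the sum was 0.94 in LAC, with 3 of 3 libraries above all NUL libraries (two-sided exact permutation p = 0.0571, adjusted 0.286), 0.51 at ID2 (exact permutation p = 0.343, adjusted 0.686), 0.40 at ID4 (exact permutation p = 0.314, adjusted 0.673) and 0.19 at REG (exact permutation p = 0.486, adjusted 0.771). The sum over the 4 genes was lower than in NUL by 2.40 on the log2 scale at ID6 (log2 difference -2.40, 6 of 6 libraries below all NUL libraries; two-sided exact permutation p = 0.00952, adjusted over 30 comparisons 0.143). At ID8 the log2 difference was -4.36 (3 of 3; exact permutation p = 0.0286, the smallest 4 against 3 animals can give, adjusted 0.214). Neither passes the correction in these tests. The smallest exact permutation p possible is 0.00476 at ID6 and 0.0286 at ID8. With 30 comparisons such values leave little room to pass, so the failure says little about the fall. Division of reads between near-identical genes would leave the sum unchanged, and the sum fell by 4.36 at ID8. Separate handling of the animals with numbers under 200 would not act at ID6, where no animal has such a number, and the difference there was -2.40. Less blood left in the liver would lower platelet and neutrophil transcripts too. The platelet list (11 genes, 8 tested) and the reticulocyte list (14 genes, 9 tested) were written for these tests. The 8 platelet genes differed by 0.25 at ID6 (exact permutation p = 0.495), with Pf4 at -0.12 and Ppbp at 0.04, and neutrophil genes by 0.48. Platelet transcripts were low (Pf4 0.901 CPM in NUL), and the neutrophil values had been seen before this test. Fewer reticulocytes in the blood may explain the pattern. Other reticulocyte transcripts were lower at ID6 by 0.61 (log2 difference -0.61, 6 of 6 libraries; exact permutation p = 0.00476, the smallest possible, adjusted 0.143) and at ID8 (-0.68). That mean is carried by a minority of the 9 genes, some of them near the floor at ID6, and the liver itself expresses others, such as Fech at 132 CPM. It also changed little from ID6 to ID8 while hemoglobin fell further. A change in blood formation after weaning is a hypothesis only.

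Cholesterol synthesis transcripts were low at ID4, in 4 of 4 libraries below all NUL libraries. With the clock component as a covariate, the median log2 fold change was -1.59, which argues against the time of day as the whole cause. In ID4_211 and ID4_215, which have title numbers of 200 and over as all NUL animals have, the mean difference from NUL was -1.68, and in ID4_13 and ID4_15 it was -1.68, which argues against the handling of the animals numbered under 200. Without the mitochondrial and the 20 most abundant genes the median was -1.47, which argues against a few abundant genes. If the animals had been without food, genes of fatty acid oxidation should be higher, but 4 of them were called lower than in NUL and 0 higher (median of the list -0.11). Of the 23 genes 4 had a positive and 19 a negative log2 fold change, and fry did not call the list (adjusted p 0.210). Other values at ID4 go with fasting. Gluconeogenesis genes were higher by a median of 0.29 (called by camera and not by fry; 0.12 and not called without ID4_215), and fatty acid synthesis genes were lower by a median log2 fold change of -0.74 (called by both). The 4 lower genes of oxidation argue against fasting as the whole cause, and a part of it stays open. Whether the low level belongs to the stage after weaning stays open as well, and feeding, hormones and litter history were not measured here.

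Clock transcripts differed between libraries within stages. Over the 27 libraries the deviations of the day arm (8 genes) and the night arm (5 genes) from their group means were negatively related, with Pearson r = -0.754 (permutation p = 1e-05, the smallest 100000 resamples give) and Spearman rho = -0.696 (permutation p = 5e-05). Without the 2 libraries farthest from the median r was -0.716, among the 7 animals numbered under 200 it was -0.849 and among the 20 others -0.704. Animals may have been sampled at different times of day, which the labels do not give. With the clock component as a covariate 24 genes differed between ID2 and NUL in place of 532, so time of day and the stage may be mixed in that comparison.

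Fewer genes were called at ID8 (82) than at ID4 (698) against NUL, and ID8 had 3 animals against 4. With 3 of the 4 ID4 animals the smallest count was 418, which argues against the number of animals as the whole cause. With the title number as a covariate, whose effect comes from the ID2 and ID4 animals, 7 genes were called at ID8 and 359 at ID4.

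Of the 14 genes called at REG against NUL, Vtcn1 was chosen after its values were seen because it was called at every stage. Its log2 fold change against NUL was 2.30 in LAC, 1.55 at ID2, 1.48 at ID4, 1.35 at ID6, 1.43 at ID8 and 1.67 at REG (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p from 8.88e-07 to 0.00468). Cyp2a4 and Rdh16f2 were called higher at every stage as well. All these comparisons share the 4 NUL libraries, so a chance deviation in these would enter each of them.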
